# Integrated Analysis of m6A Methylome in Cisplatin-Induced Acute Kidney Injury and Berberine Alleviation in Mouse

**DOI:** 10.3389/fgene.2020.584460

**Published:** 2020-11-20

**Authors:** Jianxiao Shen, Wanpeng Wang, Xinghua Shao, Jingkui Wu, Shu Li, Xiajing Che, Zhaohui Ni

**Keywords:** M6A, cisplatin induced nephrotoxicity, berberine, FGA, SLC12A1, Havcr1

## Abstract

**Background:**

N6-methyladenosine (m6A) is the most abundant modification known in mRNAs. It participates in a variety of physiological and pathological processes, such as metabolism, inflammation, and apoptosis.

**Aims:**

To explore the mechanism of m6A in cisplatin-induced acute kidney injury (AKI) and berberine alleviation in mouse.

**Methods:**

This study investigated the N6-methyladenosine (m6A) methylome of kidneys from three mouse groups: C57 mice (controls), those with CI-AKI (injury group, IG), and those pretreated with berberine (treatment group, TG). Methylated RNA Immunoprecipitation Next Generation Sequencing (MeRIP-seq) and RNA-seq were performed to identify the differences between the injury group and the control group (IvC) and between the treatment group and the injury group (TvI). Western blotting was performed to identify the protein levels of candidate genes.

**Results:**

In IvC, differentially methylated genes (DMGs) were enriched in metabolic processes and cell death. In TvI, DMGs were enriched in tissue development. Several genes involved in important pathways related to CI-AKI showed opposite methylation and expression trends in the IvC and TvI comparisons.

**Conclusion:**

m6A plays an important role in cisplatin induced AKI and berberine may alleviate this process.

## Introduction

Cisplatin is an anticancer drug widely used for the treatment of various solid tumors, but it is also known for its nephrotoxicity. It exerts its function by interacting with and disrupting DNA and mitochondrial function. During drug metabolism, cisplatin accumulates in renal tubular cells, causing cell death and resulting in acute kidney injury (AKI) (Lebwohl and Canetta, 1998; Cummings and Schnellmann, 2002; Ozkok and Edelstein, 2014; George et al., 2018; Holditch et al., 2019; Yimit et al., 2019). Recent studies have revealed that apoptosis, necrosis, inflammation, and other mechanisms play significant roles in cisplatin-induced AKI (Sahu et al., 2015; Zuk and Bonventre, 2016; Humanes et al., 2017; Long et al., 2017).

Berberine is the principal component of many popular medical plants, such as *Coptis chinensis*, *Rhizoma coptidis*, *Hydrastis canadensis*, *Berberis aquifolium*, and *Berberis vulgaris* (Wang et al., 2017; Duan et al., 2018; Fan et al., 2019). As a promising drug, various pharmacological activities of berberine have been reported, including antimicrobial, antiemetic, antipyretic, anti-pruritic, antioxidant, anti-inflammatory, hypotensive, anti-arrhythmic, and sedative activities (Shamsa et al., 1999; Chen et al., 2012; Caliceti et al., 2016). Several reports have mentioned that berberine shows nephroprotective effects against cisplatin-induced kidney damage (Domitrović et al., 2013; Teng et al., 2015; Ojha et al., 2016; Ahmad et al., 2019). However, the mechanism of alleviating CI-AKI is still unclear.

m6A has been implicated in all aspects of posttranscriptional RNA metabolism, such as regulating reversible modifications, alternative splicing, stability, and translation. It prefers to modify sequences identified as RRACH, where R is adenine or guanine, A is the m6A site, and H is adenine, cytosine, or uracil. In addition, m6A modifications exhibit enrichment in the 3’ UTR near mRNA stop codons and within long internal exons. The writing of m6A is accomplished via a complex composed of methyltransferase-like 3 (METTL3), methyltransferase-like 14 (METTL14), and Wilms tumor 1-associated protein (Ping et al., 2014; Wang et al., 2014; Spitale et al., 2015). Two m6A demethylases, fat mass and obesity-associated protein (FTO) and AlkB homolog 5, have been discovered as “erasers” (Jia et al., 2011). While proteins containing the YT521-B homology (YTH) domain, such as YTHDC1, YTHDF1, YTHDF2, and YTHDF3, directly bind m6A sites and act as readers of the m6A signal (Zheng et al., 2013).

Several studies have focused on the correlation between m6A methylation and kidney injury. Wang J. et al. (2019) reported that METTL3 overexpression plays a protective role against colistin-induced oxidative stress and apoptosis in renal tubular epithelial cells in mice. Alteration of m6A regulators was associated with pathologic stage in patients with clear cell renal cell carcinoma (Zhou J. C. et al., 2019). Another study reported that cisplatin treatment reduced FTO expression and increased m6A levels *in vivo* and *in vitro*. They also found that inhibiting FTO by meclofenamic acid aggravated renal damage and increased apoptosis in cisplatin-treated kidneys (Zhou P. et al., 2019). METTL14 is elevated in people with AKI (Xu et al., 2020). However, few studies have investigated the m6A methylome in cisplatin-induced AKI and the potential mechanism of berberine alleviation.

In this study, we found that berberine significantly alleviated cisplatin-induced AKI in a reliable mouse model. To further investigate the role of m6A in this process, MeRIP-seq was used to establish the first known transcriptome-wide m6A methylome profiles of kidneys from normal, CI-AKI, and berberine-pretreated mice. RNA-seq was performed to detect differentially expressed genes (DEGs) among the groups. Based on our results, we speculate that berberine may alleviate CI-AKI by regulating m6A methylation.

## Materials and Methods

### Animals and Tissue Collection

Male C57BL/6 mice (aged 8 weeks) were randomly assigned to the control group, injury group (IG), and treatment group (TG), with four mice per group. All mice were housed under a 12 h light/dark schedule with free access to food and water. Control and IG mice were subjected to daily intraperitoneal (i.p) injections with vehicle (normal saline), while TG mice were injected daily with berberine (Sigma, St. Louis, MO, United States, 20 mg/kg) (Ruan et al., 2017). After 14 days of drug treatment, the IG and TG were injected intravenously with cisplatin (20 mg/kg), while controls were injected intravenously with a vehicle. After cisplatin injection, berberine pretreatment was stopped and all mice were housed as usual. All mice in the three groups were sacrificed at 72 h postinjection by cervical dislocation after CO_2_-induced narcosis (Zhang et al., 2016; Dutta et al., 2017). Immediately afterward, the kidneys were collected.

### Serum Levels of Creatinine and Blood Levels of Urea Nitrogen

Before the mice were sacrificed, blood was drawn from their tail veins. Serum samples were collected. Serum levels of creatinine (Scr) and urea nitrogen (BUN) were analyzed using a standard spectrophotometric assay (Roche Diagnostics GmbH, Mannheim, Germany).

### Histopathology Analyses

Renal tissue harvested from animals was washed with 0.9% saline, fixed in 10% neutral buffered formalin, and then embedded in 10% paraffin. Sections (5 μm thick) were stained with hematoxylin eosin for further microscopic analyses. A tubular injury score was calculated (Leemans et al., 2005). The percentage of damaged tubules in the corticomedullary junction was estimated by a nephropathologist using a 5-point scale according to the following criteria: tubular dilation, cast deposition, brush border loss, and necrosis in eight randomly chosen, non-overlapping fields (×400 magnification). Lesions were graded on a scale from 0 to 5: 0 = normal; 1 = mild, involvement of less than 10% of the cortex; 2 = moderate, involvement of 10–25% of the cortex; 3 = severe, involvement of 25–50% of the cortex; 4 = very severe, involvement of 50–75% of cortex; 5 = extensive damage, involvement of more than 75% of the cortex.

### RNA MeRIP-seq and Data Analyses

In accordance with the manufacturer’s instructions, TRIzol reagent (Invitrogen Corporation, CA, United States) was used to extract total RNA from kidney tissue. Ribosomal RNA was removed from total RNA with a Ribo-Zero rRNA Removal Kit (Illumina, Inc., CA, United States). Then, fragmentation buffer (Illumina, Inc.) was used to split the RNA into fragments of approximately 100 nucleotides in length. MeRIP-Seq was performed by Cloudseq Biotech Inc. (Shanghai, China). In brief, total RNA was extracted from kidney tissue using TRIzol Reagent (Life Technologies CA, United States). RNA was tested for quality via NanoDrop (Thermo Fisher Scientific, MA, United States). RNA integrity was assessed using a denaturing agarose gel. mRNA was isolated from total RNA using a Seq-Star^TM^ poly(A) mRNA Isolation Kit (Arraystar, MD, United States). The GenSeq^TM^ m6A RNA IP Kit (GenSeq Inc., China) was used to perform m6A RNA immunoprecipitation. A NEBNext^®^ Ultra II Directional RNA Library Prep Kit (New England Biolabs, Inc., MA, United States) was used to construct both the input samples without immunoprecipitation and the m6A IP samples. All samples were subjected to 150 bp paired-end sequencing on an Illumina HiSeq instrument (Illumina, Inc.).

Paired-end reads were quality controlled by Q30. Trimming of the 3’ adaptor and low-quality read removal were performed using Cutadapt software (v1.9.3) (Kechin et al., 2017). Hisat2 software (v2.0.4) (Kim et al., 2015) was used to align clean reads of all libraries to the reference genome (mm10). Then, methylated sites on RNAs (peaks) were identified using Model-based Analysis of ChIP-Seq (MACS) software (Zhang et al., 2008; Li et al., 2017; Huang et al., 2019). Identified m6A peaks were subjected to motif enrichment analyses using Hypergeometric Optimization of Motif EnRichment software (Heinz et al., 2010), and metagene m6A distribution was characterized using R package MetaPlotR (Olarerin-George and Jaffrey, 2017). Differentially methylated sites with a fold change cutoff of ≥ 2 and *P* < 0.05 were identified using the diffReps differential analysis package (Shen et al., 2013; Wang Y. et al., 2019; Wang et al., 2020). The peaks identified by MACS and diffReps overlapping with exons of mRNA were selected for further analyses. Gene ontology (GO) and pathway enrichment analyses were performed on the differentially methylated proteins for using the GO^1^ and Kyoto Encyclopedia of Genes and Genomes (KEGG)^2^ databases.

### RNA-Seq and Data Analyses

Total RNA was extracted from kidney samples using TRIzol reagent (Life Technologies) according to the manufacturer’s protocol. Denaturing agarose gel electrophoresis was used to evaluate the integrity of total RNA. A Seq-Star TM poly(A) mRNA Isolation Kit (Arraystar, MD, United States) was utilized to purify mRNA from total RNA after measuring the quantity and quality on a NanoDrop ND-2,000. Then, a BGISEQ-500 platform was used to subject fragmented mRNA to 50 bp single-end sequencing. Adapter and low-quality reads were trimmed using SOAPnuke (Chen et al., 2018), and those trimmed reads were aligned to the reference genome using bowtie2 (Langmead and Salzberg, 2012). Finally, cuffdiff was use to analyze differential expressed genes (DEGs) (Trapnell et al., 2012).

### Western Blotting

Mouse tissues were lysed using a protein lysis buffer containing 20 mM Tris (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100, 25 mM sodium pyrophosphate, and 2 mM sodium orthovanadate aprotinin. All denatured proteins were separated on an SDS-PAGE gel and then transferred to polyvinylidene difluoride membranes (Roche, Netley, NJ, United States). The membranes were blocked with 5% skimmed milk in Tris-buffered saline and then were incubated with 1:500 dilutions of primary antibodies as follows: anti-FGA (Abcam, Cambridge, MA, United States), anti-Slc12a1 (Abcam, Cambridge, MA, United States), and anti-Havcr1 (Abcam, Cambridge, MA, United States). Then, the samples were incubated with a horseradish peroxidase-conjugated anti-rabbit secondary antibody (Jackson ImmunoResearch, PA, United States). The bands were visualized using an ECL Western Blotting Kit (Biovision, Milpitas, CA, United States) and were quantified by Quantity One software (Bio-Rad, Hercules, CA, United States).

### Statistical Analyses

Data are expressed as mean ± standard deviation (SD). Student’s *t*-test was used to compare two groups. ANOVA with Tukey’s post-test was used to assess the statistical significance between-group means for comparisons between multiple groups. The differences were considered statistically significant at *P* < 0.05.

## Results

### Establishment of a Reliable CI-AKI Mouse Model

We found that 20 mg/kg cisplatin injection resulted in an approximately 18–20-fold increase in Scr and BUN relative to the control group, but significantly lower levels in TG than in IG (Figures 1A,B). Hematoxylin–eosin staining indicated that cisplatin induced remarkable renal structure damage in IG tissue, including extensive tubular vacuolization, tubular epithelial cell exfoliation, and thickening of glomerular basement membrane (*P* < 0.001), while these changes were notably alleviated in TG mice (*P* < 0.001) (Figures 1C,D). This indicated successful and reliable establishment of a CI-AKI mouse model and relief of the injury through berberine pretreatment.

**FIGURE 1:**
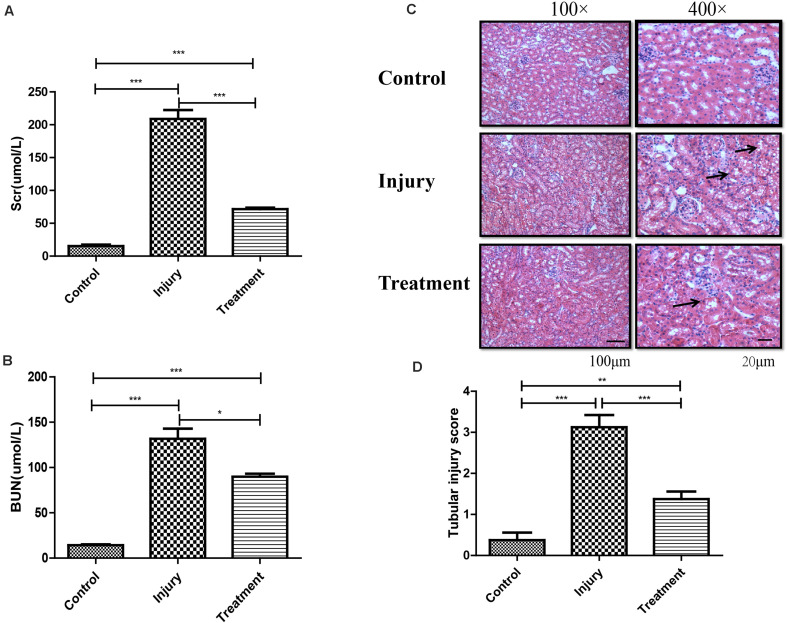
Establishment of cisplatin-induced acute kidney injury model in C57 mouse. **(A)** Analysis of Scr level in mice following different treatments. Error bars represent the standard deviation. ***p < 0.001, Student’s *t*-test. **(B)** Analysis of BUN level in mice following different treatments. Error bars represent the standard deviation. *p < 0.05, ***p < 0.001, Student’s *t*-test. **(C)** Represents the image of hematoxylin and eosin staining in kidney (black arrows indicating the injury). **(D)** Score for characteristic histologic signs of renal injury. **p < 0.01, ***p < 0.001, Student’s *t*-test.

### General Features of m6A Methylation

MeRIP-seq analyses of mRNA derived from kidneys revealed 13,284 m6A peaks within 7,942 coding gene transcripts in controls; the values were 11,846 within 7,422 mRNAs in IG and 10,106 within 6,481 mRNAs in TG. 

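MeRIP-seq enriches fragmented mRNA with an antibody against m6A and sequences it, so that methylated stretches stand out as peaks of reads over the input RNA. The kidneys came from 4 control mice, 4 mice of the injury group (IG) and 4 mice of the treatment group (TG). IG and TG mice received cisplatin at 20 mg/kg and the kidneys were taken 72 h later. TG mice had received berberine at 20 mg/kg per day for the 14 days before cisplatin. For each kidney the authors aligned the reads to mm10 (GRCm38), called peaks with MACS and kept the peaks that overlapped exons of mRNA. The deposited lists give the position and strand of each peak and a score, the negative log10 of its p-value times 10. The lists of the 12 kidneys hold 91013 peaks, with scores from 13.0 upward. They give no read counts, so the depth behind a peak is unknown, and a peak missing from a list can lie below the calling threshold or outside the exons that were kept. The 12 input libraries and the RNA-seq data were not analysed here. Kidneys were compared by the presence of peaks, without a measure of methylation level. Peaks of any kidneys that overlapped by at least 1 bp were joined into a locus, which gave 16801 loci. Genes were taken from the protein-coding annotation of GENCODE.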

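The number of m6A peaks per kidney was 8952 ± 458 (SD, n = 4) in controls, 7422 ± 687 (SD, n = 4) in IG and 6380 ± 375 (SD, n = 4) in TG. IG kidneys had fewer peaks than control kidneys, with a difference of -1530 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 kidneys against 4 allow). The difference between TG and IG was -1042 (two-sided exact permutation test, p = 0.0571). With the third IG kidney left out, the difference between IG and controls was -1842, and with only scores at or above the median of all lists it was -855. The peaks lay in 4877 ± 161 genes (SD, n = 4) per control kidney, 4291 ± 242 per IG kidney and 3759 ± 223 per TG kidney. The number of genes differed by -586.5 in IvC (two-sided exact permutation test, p = 0.0286) and by -532 in TvI (p = 0.0571). Counted per group as loci with a peak in at least 2 of the 4 kidneys, there were 9688 peaks within 5155 genes in controls, 8029 within 4580 genes in IG and 6893 within 3983 genes in TG. A single kidney sufficed for 13244, 11806 and 10064 loci, within 6331, 6010 and 5345 genes.

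**Figure D1:**
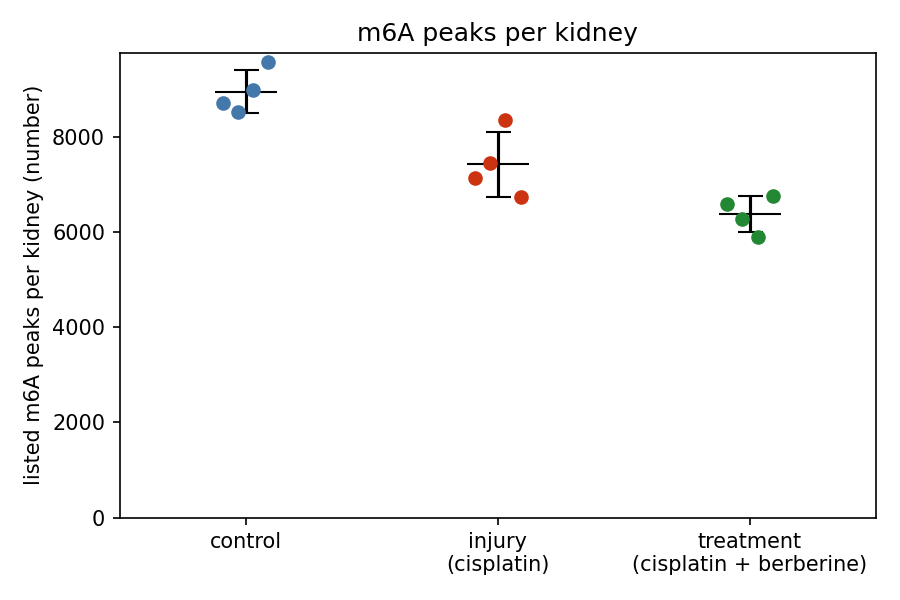
Number of listed m6A peaks (vertical axis) in each kidney of the control, injury and treatment groups. Points are kidneys, and bars are the mean and SD of 4 kidneys. All control kidneys lie above all kidneys of the injury group.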

Overall, 7,337 peaks overlapped among the three groups (Supplementary Figure 1). 

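Loci with a peak in at least 2 kidneys of every group numbered 5210, of 11790 loci in any group. When a peak in any kidney of a group was enough, the 3 groups shared 7341 loci. A peak was listed in all 12 kidneys at 2420 loci and in a single kidney at 3878 loci.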

Pairwise comparisons showed that 9,008 peaks (more than 55.8% of all peaks) overlapped in IG versus control (IvC) comparisons and 8,537 peaks (more than 63.6% of all peaks) overlapped in TG versus IG (TvI) comparisons (Figure 2A). 

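In IvC, IG and controls shared 6350 of 11367 loci (55.9%), with 1679 loci found in IG only and 3338 in controls only. In TvI, TG and IG shared 5906 of 9016 loci (65.5%), with 987 loci in TG only and 2123 in IG only. Requiring a peak in all 4 kidneys of a group gave 49.0% in IvC and 60.8% in TvI.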

Approximately 40% of all peaks were non-overlapping, suggesting differences among those groups.

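Kidneys of the same group did not share all their peaks either. Any pair of control kidneys shared 60.9% of the loci found in either kidney, averaged over 6 pairs (at most 62.0%). The average was 54.8% for pairs of IG kidneys (range 52.7 to 55.9%) and 55.6% for pairs of TG kidneys (range 54.1 to 57.9%). Pairs of an IG and a control kidney shared 47.3%, and pairs of a TG and an IG kidney shared 52.9%. Sharing was higher within groups than between them by 10.5 percentage points in IvC and 2.26 percentage points in TvI (exact permutation test on the within-group excess, p = 0.0286 for each). Sharing rose with the score of the peak. Of control peaks with a score below 29.1, 23.01 ± 4.00% (SD, n = 4 kidneys) had a peak in all 3 other control kidneys, against 91.7 ± 0.780% of those with a score of at least 212. The corresponding shares were 19.3 ± 4.43% and 87.6 ± 2.36% in IG, and 19.9 ± 2.83% and 87.2 ± 2.67% in TG. Loci that were not shared by the groups made up 44.1% in IvC and 34.5% in TvI, and from such non-overlapping peaks the paper proposes that the groups differ.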

**FIGURE 2:**
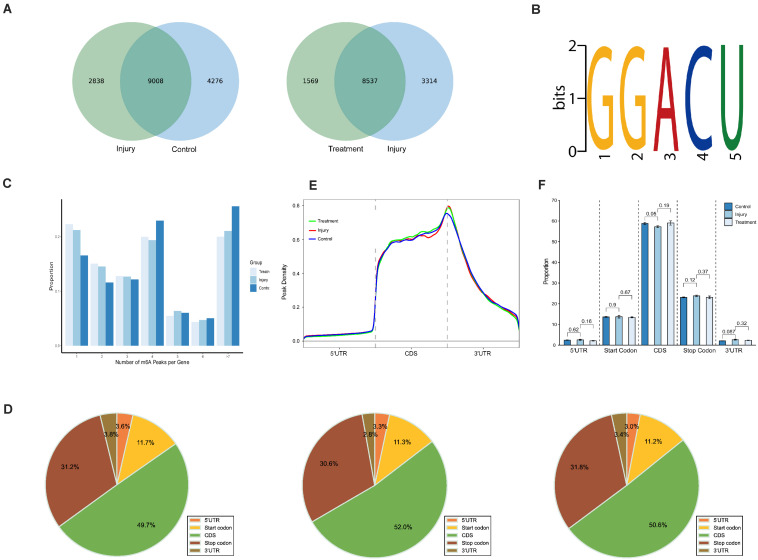
Overview of N6-methyladenosine methylation within mRNAs in the control, injury, and treatment groups. **(A)** Venn diagram showing the overlap of m6A peaks within mRNAs between IvC (left) and TvI (right). **(B)** The top motif enriched across m6A peaks identified from three groups. **(C)** Proportion of genes harboring different numbers of m6A peaks in three groups. The majority of genes harboring more than one m6A peak. **(D)** Pie charts showing the percentage of m6A peaks in five segments of transcripts. m6A peaks were most enriched in the coding sequence segment. **(E)** Distributions of fold enrichment of m6A peaks in five segments. The mean fold enrichment in the stop codon segments was the highest in injury group, while that value in CDS was the largest in treatment group. **(F)** Analysis of m6A peaks in different groups. Error bars represent the standard deviation. Student’s *t*-test.

To determine whether the m6A peaks contained the RRACH conserved sequence motif, we detected all samples in three groups. One thousand peaks with the highest scores (−10^∗^log10, *p*-value) were analyzed using DREME software. 

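The 1000 peaks with the highest scores of each kidney were searched for RRACH and for GGACT, the form drawn in Figure 2B, in the GRCm38 sequence of the gene's strand. The opposite strand of the same peaks, which has the same length and GC content, served for comparison. RRACH occurred on the gene's strand in 96.7 ± 0.115% of control peaks (SD, n = 4 kidneys), 96.6 ± 0.299% of IG peaks and 96.1 ± 0.311% of TG peaks. On the opposite strand it occurred in 82.7 ± 0.755%, 82.0 ± 1.05% and 80.5 ± 1.10% of the peaks. The gene's strand was higher in each of the 12 kidneys, by 14.7 percentage points on average (two-sided exact sign-flip permutation test, p = 0.000488, the smallest p that 12 kidneys allow). All kidneys were searched in the same genome sequence and share many peaks. The motif tests over kidneys therefore measure agreement among kidneys, not a sampling of independent peaks. Within each group the exact test gave p = 0.125, the smallest that 4 kidneys allow. Searching only the 50 bp to each side of the peak's midpoint gave the largest move, to a difference of 28.1 percentage points. GGACT occurred in 48.0 ± 1.41% of control peaks, 46.7 ± 1.22% of IG peaks and 43.0 ± 1.58% of TG peaks on the gene's strand. The opposite strand held it in 48.3 ± 0.613%, 45.3 ± 1.65% and 42.5 ± 1.88%. This strand difference of 0.5 percentage points was not separated from 0 (two-sided exact permutation test over 12 kidneys, p = 0.127). With all peaks in place of the highest-scoring ones it was 2.80 percentage points (p = 0.000488 in the same exact test), and within 50 bp of the midpoint it was -0.233. Most listed peaks span a whole exon and GGACT is common on both strands, so an enrichment close to methylated bases could go unseen. The midpoint of such a peak need not lie near a methylated base either. Against exons of the same genes that held no peak in any kidney, the number of sites per kb in peaks was 1.17 times as high for RRACH and 1.08 times for GGACT, higher in 12 of 12 kidneys for both (two-sided exact permutation test, p = 0.000488). AAGAA, which is not a form of RRACH, was 1.51 times as frequent in peaks.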

The results showed that the same sequence motif (RRACH) was necessary for m6A methylation in kidney mRNAs in each group (Figure 2B), consistent with other studies (Dominissini et al., 2012; Meyer et al., 2012; Luo et al., 2019).

Further analyses demonstrated that 16.59, 21.21, and 22.29% of the genes with m6A-methylation sites in controls, IG, and TG contained one m6A peak (Figure 2C). 

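Among genes with a peak in at least 2 kidneys of the group, 61.1% in controls, 64.4% in IG and 65.0% in TG contained 1 m6A peak. In single kidneys the share was 61.8 ± 0.932% (SD, n = 4), 65.2 ± 2.19% and 66.1 ± 0.693%. The difference of 3.43 percentage points between IG and control kidneys had p = 0.0571 in the two-sided exact permutation test. The alternative that moved the share most was to pool the lists of the 4 kidneys without merging, so that a site found in several kidneys counted several times. It gave 16.4%, 20.8% and 22.1%.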

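Genes with at least 2 m6A peaks made up 38.9% of the methylated genes in controls, 35.6% in IG and 34.97% in TG when the peaks of the 4 kidneys were merged into loci. Genes with exactly 2 loci accounted for 20.3%, 19.4% and 19.3% and genes with 3 loci for 8.03%, 7.84% and 7.81%. In the pooled lists without merging, 83.6% of genes in controls, 79.2% in IG and 77.9% in TG had at least 2 entries. In these pooled lists 22.9%, 19.3% and 20.0% of genes had exactly 4 entries, the number that a single site listed in all 4 kidneys of a group gives.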

More than 75% of the genes contained two or more peaks (Figure 2C). This result is different from other reports on mouse liver (Luo et al., 2019) and brain (Dominissini et al., 2012), suggesting that the kidney is unique.

To understand the preferential locations of m6A peaks, all peaks were categorized into five transcript segments: the 5’ UTR, start codon segment, coding sequence (CDS), stop codon segment, and 3’ UTR. We found that m6A was mostly enriched in the CDS, and there was some enrichment near stop codons (Figure 2D). These results are also similar previous studies (Dominissini et al., 2012; Meyer et al., 2012).

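Each peak was assigned by its midpoint to a segment of the transcript with the longest CDS of its gene, with the start and stop codon segments reaching 200 nt to each side of the codon. The CDS held 62.5% of the peaks of a control kidney, 61.8% of an IG kidney and 63.4% of a TG kidney on average (n = 4 each). The stop codon segment held 13.6%, 13.7% and 13.3%, and the start codon segment 12.2%, 12.2% and 12.0%. The 3′ UTR held 10.7%, 11.2% and 10.4% and the 5′ UTR 1.03%, 1.10% and 0.916%. Most listed peaks followed exons, since 64.4 ± 0.595% of control peaks (SD, n = 4) spanned exactly a whole annotated exon, so a midpoint is not the position of a methylated base. The assignment that moved the stop codon share most among those tried was chosen after seeing the data and gave any peak that holds a stop or start codon to that codon. The stop codon segment then held 27.1% in controls, 27.6% in IG and 26.9% in TG.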

Furthermore, m6A peaks in all groups had the highest density in stop codons (Figure 2E). 

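Per kb of annotated segment, the stop codon segment had 0.620 peaks in controls, 0.582 in IG and 0.558 in TG, and the CDS had 0.596, 0.524 and 0.520 (means of 4 kidneys). The start codon segment had 0.627, 0.585 and 0.564 peaks per kb. The 3′ UTR had 0.120, 0.117 and 0.106 and the 5′ UTR 0.166, 0.172 and 0.139. Density in the stop codon segment was above that in the CDS in 12 of 12 kidneys, by 0.0403 peaks per kb (two-sided exact sign-flip permutation test, p = 0.000488). It was above the 3′ UTR by 0.473 peaks per kb, also in 12 of 12 kidneys (p = 0.000488 in the same exact test). The stop and start codon segments differed by -0.00489 peaks per kb, with the stop codon segment higher in 5 of 12 kidneys (exact permutation test, p = 0.612). Because the kidneys share many peaks, these density tests measure agreement among kidneys, not a sampling of independent peaks. Scores within a list gave another order. The median score of peaks in controls was 80.3 ± 6.93 (SD, n = 4) in the 3′ UTR, 78.8 ± 1.83 in the CDS and 74.3 ± 2.10 in the stop codon segment. In IG the 3′ UTR had 73.3 ± 2.76, the CDS 78.3 ± 3.51 and the stop codon segment 69.2 ± 0.874, and in TG the values were 69.6 ± 8.24, 76.1 ± 3.78 and 65.0 ± 5.73. The fold enrichment of Figure 2E is not part of the lists.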

Comparisons between different groups showed no significant difference in the volume of m6A peaks, which indicates that although many variants in m6A methylation were detected in different segments, the total proportion of m6A peaks did not significantly change (Figure 2F).

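The shares of the 5 segments were compared between groups with two-sided exact permutation tests, adjusted by the Benjamini-Hochberg method over the 10 tests of both comparisons. The lowest adjusted p-value was 0.619, and 0 of the 10 tests had an unadjusted p-value under 0.05. The largest differences were in TvI, 1.62 percentage points in the CDS (p = 0.171, exact permutation test) and -0.803 in the 3′ UTR (p = 0.171). In IvC the 3′ UTR differed by 0.492 percentage points (p = 0.286, exact permutation test) and the CDS by -0.663 (p = 0.371).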

### Distribution of Differentially Methylated m6A Sites

In IvC, we found 2,981 differentially methylated m6A sites (DMMSs) within 2,227 genes, of which 48.17% (1,436/2,981) exhibited significant increases in methylation. 

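In IvC, 655 loci had a peak in all 4 kidneys of one group and in no kidney of the other, out of 16061 loci with a peak in either group. Of these, 217 within 201 genes were gained in IG (33.1%) and 438 within 387 genes were lost. This outcome is the only one with p under 0.05 in a two-sided Fisher's exact test on 4 against 4 kidneys (p = 0.0286). After Benjamini-Hochberg adjustment over all loci, 0 loci passed 0.05, with 0.701 as the lowest adjusted p-value. With 0.0286 as the smallest p, none could pass unless most loci had this outcome, so the adjustment does not show that no locus differs. The other splits of these 8 kidneys into 4 and 4 gave at most 59 such loci. When all lists were shortened to the 5901 highest-scoring peaks, the number of peaks in the shortest list, 447 loci met this condition, 226 gained and 221 lost. A difference of at least 3 of 4 kidneys was met by 2050 loci, 613 gained and 1437 lost. Among gained loci, the highest mean scores in IG were found for Mettl26 (2595 ± 510, SD, n = 4), Ptma (1938 ± 844) and Serpina3n (1151 ± 591). Their loci lie on chromosome 17 from 25876661 to 25877169 (stop codon segment), chromosome 1 from 86529965 to 86530698, and chromosome 12 from 104408654 to 104409307 (CDS) of GRCm38. Among lost loci, the highest mean scores in controls were found for Prpf38b (3007 ± 185), Rbm39 (2887 ± 494) and Tmem252 (2847 ± 296). They lie on chromosome 3 from 108902941 to 108904762 (stop codon segment), chromosome 2 from 156172828 to 156173022 (start codon segment) and chromosome 19 from 24677536 to 24678853 (3′ UTR). These 6 calls were the same with equal list lengths. A call here concerns the listing of a peak, and the amount of RNA of the gene in each kidney was not analysed here.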

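Of the 20 sites of Table 1, 7 overlapped a listed peak of at least 1 kidney. In 6 of them the number of kidneys with a peak differed between IG and controls in the paper's direction, and in 0 in the other direction. In 5 sites all 4 kidneys of one group and none of the other had a peak (two-sided Fisher's exact test, p = 0.0286 each, lowest Benjamini-Hochberg adjusted p over the table 0.114). These were 2 sites of BC061237, 2 of Gm3543, which carry the same scores in each kidney, and 1 of Tas2r119. Tas2r119, on chromosome 15 from 32177288 to 32177620, had a peak in 4 control kidneys, with scores from 16.7 to 27.2, and 0 IG kidneys. Only the 2 sites of BC061237 met this condition with equal list lengths, when Gm3543 had a peak in 3 IG kidneys and Tas2r119 in 0 kidneys. An adjusted p under 0.05 would have needed this outcome at most sites of the table. The study chose these sites from the same samples, so the tests are not independent evidence.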

Table 1 displays the top 20 differentially methylated m6A sites.

**TABLE 1:** The top 20 differently methylated m6A peaks in IvC.

Gene name	Gene ID	Fold change	Regulation	Chromosome	Peak start	Peak end	Peak length	*p*-value
BC061237	385138	1489	Up	chr14	44504106	44504291	185	1.48521E-12
BC061237	385138	816.8	Up	chr14	44500121	44500197	76	3.23828E-13
Krt20	66809	498.7531381	Up	chr11	99430752	99430920	168	9.96013E-10
Krt20	66809	498.0274348	Up	chr11	99429021	99429078	57	9.08594E-10
Krt20	66809	483.5165816	Up	chr11	99432181	99432343	162	2.59398E-09
1700001F09Rik	71826	383.8	Up	chr14	43346701	43346790	89	5.98092E-15
Ccdc85b	240514	328.5877193	Up	chr19	5454141	5454580	439	3.35868E-11
Gm3543	100041849	318	Up	chr14	41982201	41982290	89	1.38739E-12
Serpina3n	20716	316.3	Up	chr12	104414261	104414329	68	7.77029E-14
Gm3543	100041849	254	Up	chr14	41982133	41982180	47	4.03611E-10
Alms1	236266	503.6	Down	chr6	85694833	85694951	118	4.2803E-10
Tas2r119	57254	385.6	Down	chr15	32177288	32177620	332	9.86777E-14
Ctnna2	12386	220.8	Down	chr6	77600041	77600380	339	1.36972E-13
Afm	280662	195.1	Down	chr5	90518931	90519060	129	1.23171E-10
Slc5a4a	64452	126.7	Down	chr10	76163688	76163769	81	7.19208E-10
Nat1	17960	123.5	Down	chr8	67490861	67491460	599	2.54765E-10
Pzp	11287	111.1290323	Down	chr6	128526621	128526720	99	8.47489E-15
Dpf3	70127	99.2	Down	chr12	83215461	83215800	339	3.4897E-12
Dgkg	110197	95.3	Down	chr16	22479365	22479426	61	1.61986E-10
Dpf3	70127	94.3	Down	chr12	83214541	83214840	299	1.03615E-10

To understand the DMMS distribution profiles in those two groups, we mapped them to chromosomes. Chromosomes 4, 2, 7, and 11 were the top four chromosomes, harboring more than 200 DMMSs (Supplementary Figure 2A). However, when the number of DMMSs was normalized by the length of chromosomes, the top four with the highest relative densities were 11, 19, 7, and 4 (Figure 3A). 

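By the number of loci that differed by at least 3 of 4 kidneys in IvC, chromosome 2 ranked first with 150 loci, followed by chromosome 11 with 137, chromosome 5 with 136 and chromosome 4 with 135. Counting only loci with a peak in all kidneys of one group and none of the other, chromosome 7 led with 53 loci, before chromosome 2 with 52, chromosome 11 with 47 and chromosome 4 with 41.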

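Normalized by chromosome length, the loci that differed by at least 3 of 4 kidneys were densest on chromosome 19 with 1.40 per Mb, chromosome 11 with 1.12, chromosome 9 with 0.923 and chromosome 5 with 0.896. On chromosome 19 they made up 16.9% of its 508 loci with a peak, and on chromosome 11 they made up 12.6% of 1087 loci.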

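Of the 1951 loci that differed by at least 3 of 4 kidneys in IvC and could be assigned to a segment, 54.997% lay in the CDS. Another 15.5% lay in the 3′ UTR, 14.9% in the stop codon segment, 13.2% in the start codon segment and 1.38% in the 5′ UTR. For comparison, the CDS held 58.7% of all 15344 assigned loci with a peak in IG or controls and the 3′ UTR held 12.6%. Loci lost in IG lay in the CDS in 57.3% of cases, and gained loci in 49.2%.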

Meanwhile, most DMMSs were within a CDS (Figure 3B). Further analyses showed that at sites with increased methylation, DMMSs within the 5’ UTR had the highest fold change, while among the sites with decreased methylation, DMMSs within the 3’ UTR had the highest fold change (Figure 3C), demonstrating the location preferences of methylation and demethylation within the genome.

**FIGURE 3:**
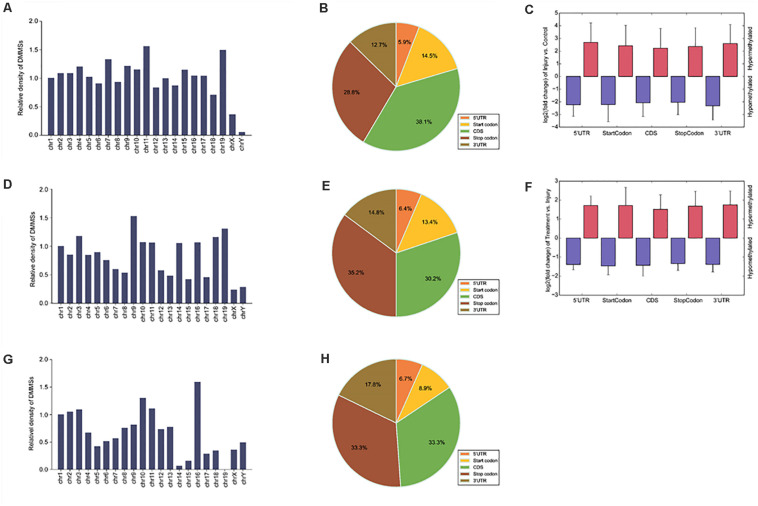
Distribution of differentially methylated N6-methyladenosine sites. **(A)** Relative occupancy of differentially methylated m6A sites in each chromosome normalized by length in IvC. **(B)** Pie chart showing the percentage of DMM peaks in five non-overlapping segments in IvC. **(C)** Statistics of fold change of DMM peaks in five segments. The histogram shows the mean of the fold change in IvC. Error bars represent the standard error of the mean. **(D)** Relative occupancy of differentially methylated m6A sites in each chromosome normalized by length in TvI. **(E)** Pie chart showing the percentage of DMM peaks in five non-overlapping segments in TvI. **(F)** Statistics of fold change of DMM peaks in five segments. The histogram shows the mean of the fold change in TvI. Error bars represent the standard error of the mean. **(G)** Relative occupancy of differentially methylated m6A sites in each chromosome normalized by length. **(H)** Pie chart showing the percentage of DMM peaks in five non-overlapping segments.

In TvI comparisons, 526 DMMSs were identified within 420 genes, of which 66.73% (351/526) were sites with increased methylation. 

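In TvI, 90 loci had a peak in all 4 kidneys of one group and none of the other, out of 13357 loci with a peak in either group. Of these, 30 within 29 genes were gained in TG (33.3%) and 60 within 58 genes were lost. With the lists shortened to equal lengths, 57 of 86 loci were gained (66.3%), so the balance depended on the length of the lists. No locus passed 0.05 after adjustment over all loci, which the smallest p of 4 kidneys against 4 ruled out here as in IvC. With the lists in full, the other splits of these 8 kidneys gave at most 56 loci, against 90. A difference of at least 3 of 4 kidneys was met by 600 loci, of which 171 were gained and 429 lost. The gained loci with the highest mean scores in TG were in Auts2 (617 ± 192, SD, n = 4), Dido1 (251 ± 242) and Gnaz (96.0 ± 22.6). Their positions in GRCm38 are chromosome 5 from 131438889 to 131440693, chromosome 2 from 180687476 to 180687797 and chromosome 10 from 74990841 to 74992140. The Dido1 and Gnaz loci also had a peak in 4 of 4 control kidneys, whereas the Auts2 locus had one in 0. Among lost loci the highest mean scores in IG were in Dido1 (579 ± 184, chromosome 2 from 180688711 to 180690161), Slc12a1 (469 ± 288) and Gvin1 (265 ± 204, chromosome 7 from 106175027 to 106175166). With scores at or above the median of all lists, the gained Dido1 locus and the Gvin1 locus differed by 3 kidneys only.

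**Figure D2:**
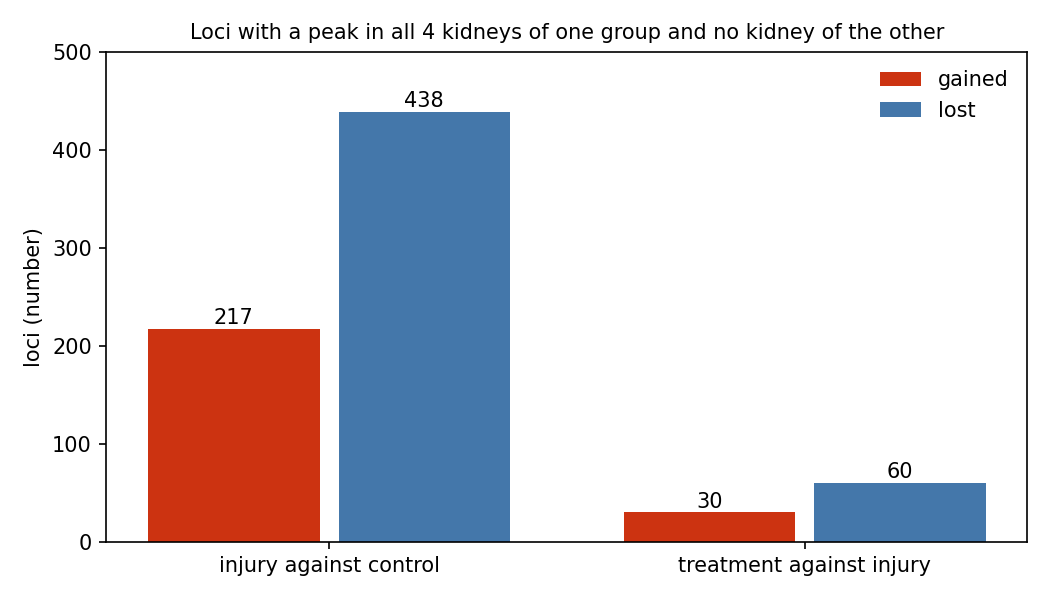
Number of loci (vertical axis) with a peak in all 4 kidneys of one group and no kidney of the other, for injury against control and treatment against injury. Red bars are loci gained in the first group and blue bars loci lost. Lost loci outnumber gained loci in both comparisons when the lists are used in full.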

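Listed peaks were found at 6 of the 20 sites of Table 2. The number of TG and IG kidneys with a peak differed in the paper's direction at 4 of them and in the other direction at 1, a site of Fga. None of the differences reached 4 of 4 kidneys against 0 of 4, and 0 sites had p under 0.05 in the two-sided Fisher's exact test (adjusted p = 1 for each site). Sites of Slc2a5, Gm21994 and Calcb each had a peak in 2 IG kidneys and 0 TG kidneys.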

The top 20 m6A sites with the most increased and decreased methylation are shown in Table 2.

**TABLE 2:** The top 20 differently methylated m6A peaks in TvI.

Gene name	Gene ID	Fold change	Regulation	Chromosome	Peak start	Peak end	Peak length	*p*-value
Syt15	319508	63.6	Up	chr14	34228038	34228320	282	1.59789E-06
Celf5	319586	48.7	Up	chr10	81469443	81469523	80	1.58151E-06
Cav3	12391	46.9	Up	chr6	112459821	112459925	104	3.0379E-06
Npffr2	104443	44.1	Up	chr5	89582741	89583200	459	5.67547E-06
Kcnf1	382571	19.08571429	Up	chr12	17174961	17175260	299	3.61832E-06
Amy2a4	100043684	18.27027027	Up	chr3	113279836	113279860	24	1.19296E-06
Metap2	56307	18.03125	Up	chr10	93858488	93858660	172	2.64599E-06
Tbc1d10c	108995	17.81081081	Up	chr19	4184361	4184740	379	4.61772E-06
Cx3cr1	13051	16.29090909	Up	chr9	120051221	120051460	239	1.12074E-09
Bhlhe22	59058	16.16216216	Up	chr3	18055801	18056180	379	1.39035E-06
Fgg	99571	12.77879342	Down	chr3	83008647	83008741	94	2.1945E-09
Fgg	99571	11.67778106	Down	chr3	83010063	83010180	117	1.6791E-09
Dvl3	13544	7.87254902	Down	chr16	20522461	20522660	199	8.52622E-06
Fgb	110135	7.239726027	Down	chr3	83049701	83049803	102	2.426E-08
Slc2a5	56485	6.895348837	Down	chr4	150143641	150143960	319	9.64308E-09
Gm21994	102637277	6.525504152	Down	chr2	150254517	150255160	643	3.39444E-07
Fga	14161	5.909136445	Down	chr3	83031021	83031620	599	1.55539E-08
Fga	14161	5.251931475	Down	chr3	83026152	83026260	108	8.18498E-12
Mpped1	223726	5.03943662	Down	chr15	83856361	83856840	479	6.39334E-11
Calcb	116903	4.906439854	Down	chr7	114721974	114722161	187	6.45098E-12

Chromosomes 3, 1, 9, and 4 were the top four chromosomes harboring the most DMMSs (Supplementary Figure 2B). 

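In TvI the loci that differed by at least 3 of 4 kidneys were most numerous on chromosome 1 and chromosome 5 with 42 each, chromosome 2 with 41 and chromosome 10 with 39. Chromosome 9 followed with 38.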

The top four with the highest relative densities were 9, 19, 18, and 3 (Figure 3D). 

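Per Mb of chromosome, these TvI loci were densest on chromosome 19 (0.456), chromosome 9 (0.305), chromosome 11 (0.303) and chromosome 10 (0.298).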

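The CDS held 53.1% of the 563 loci that differed by at least 3 of 4 kidneys between TG and IG. The 3′ UTR held 16.7% of them, the stop and start codon segments 13.9% each, and the 5′ UTR 2.49%. Among all 12724 assigned loci with a peak in TG or IG, 58.5% were in the CDS.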

Most DMMSs were within a CDS (Figure 3E). DMMSs within the 3’ UTR had the highest fold change among sites with increased methylation, while those near the start codon had the highest fold change among sites with decreased methylation (Figure 3F).

We further analyzed DMMSs with contrary methylation trends in IvC and TvI. 

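Loci were called opposite when the number of kidneys with a peak changed by at least 3 of 4 in one direction in IvC and by at least 3 of 4 in the other direction in TvI. There were 221 such loci within 204 genes. Both comparisons share the IG kidneys, so opposite changes also arise without any effect. Random exchange of peaks between the kidneys, keeping the length of each list and the number of kidneys with a peak at each locus, gave 65.8 opposite loci on average over 100 simulations (range 47 to 92). Exchange among the IG and TG kidneys alone gave 122 (range 94 to 143). Both exchanges move each locus on its own, so their ranges leave out any tendency of loci to vary together and can be too narrow. Regrouping whole IG and TG kidneys, with the control kidneys kept, gave a wider range of 62 to 206. With a peak required in all 4 kidneys of one group and none of the other in both comparisons, 30 loci remained. Exchange of peaks among the IG and TG kidneys gave 8.56 (range 3 to 15), with the same limit. Leaving out the fourth IG kidney, which also lowers the difference required to 2 of 3 kidneys, moved the number most among single kidneys, to 479.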

In total, 94 DMMSs showed opposite trends. Of these, 42.55% (40/94) exhibited significantly increased methylation in IvC but decreased methylation in TvI.

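Of the opposite loci, 145 (65.6%) were gained in IG and lost in TG, and 76 were lost in IG and gained in TG. Exchange of peaks among the IG and TG kidneys alone, which leaves no difference between them, gave 92.1 and 30.1 on average, a larger share of the first kind. With equal list lengths there were 174 opposite loci, 57.5% of them gained in IG and lost in TG.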

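The opposite loci were most numerous on chromosome 5 with 20 loci, chromosome 6 and chromosome 9 with 15 each, and chromosomes 2 and 19 with 14 each.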

Chromosomes 1, 2, 11, and 10 were the top four chromosomes harboring the most DMMSs (Supplementary Figure 3). 

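The density of opposite loci was highest on chromosome 19 with 0.228 per Mb, followed by chromosome 5 with 0.132, chromosome 9 with 0.120 and chromosome 16 with 0.112. The counts behind these densities were between 11 and 20 loci per chromosome.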

The top four with the highest relative densities were 16, 10, 11, and 3 (Figure 3G). Most DMMSs were within a CDS (Figure 3H).

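Segments were assigned to 203 of the opposite loci. The CDS held 56.2%, the 3′ UTR 15.3%, the start and stop codon segments 12.8% each and the 5′ UTR 2.96%.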

### Differentially Methylated RNAs Are Involved in Important Biological Pathways

To explore the role of m6A in different groups, GO enrichment analyses and KEGG pathway analyses were used to analyze all protein coding genes containing DMMSs.

In IvC (Figure 4), for the BP category, genes with increased methylation of m6A sites were significantly (*p* < 0.05) enriched in the regulation of metabolic processes and cell death processes, such as macromolecule metabolic, cellular metabolic, and apoptotic processes (Figure 4A); genes with decreased methylation were highly enriched in metabolic processes, oxidation–reduction processes, transport, transmembrane transport, and others (Figure 4B). Regarding pathways, the former were significantly involved in apoptosis-associated pathways (e.g., TNF, MAPK, P53 signaling pathways) while the latter were involved in propanoate metabolism, oxidative phosphorylation, and others (Figures 4C,D). For the CC category, genes containing DMMSs were mainly enriched in the intracellular organelles, cytoplasm, and nucleus intracellular membrane-bound organelles. For the MF category, upregulation of m6A was notably enriched in genes involved in enzyme binding, actin binding, DNA binding, and RNA compound binding, while loss of m6A methylation was enriched in genes involved in catalytic activity, ion binding, coenzyme binding, and cofactor binding (Figures 4A,B). These results suggest that m6A has complicated roles in CI-AKI, with primary roles in metabolism, various pathways related to cell death, and oxidation.

**FIGURE 4:**
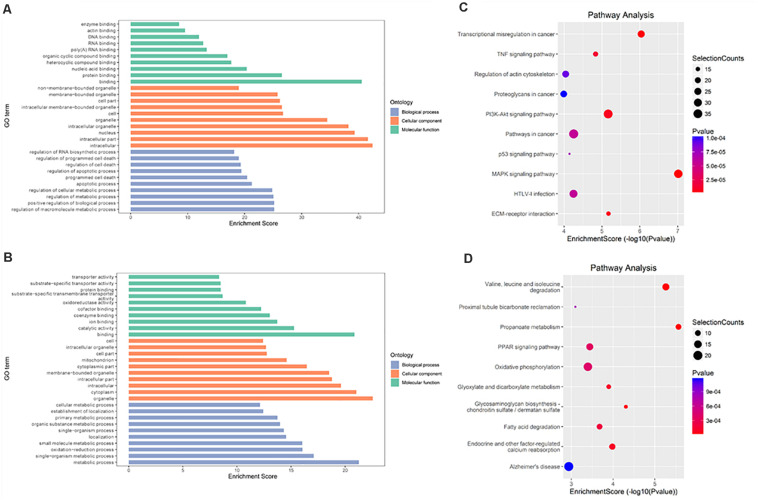
Gene ontology and Kyoto Encyclopedia of Genes and Genomes analyses of coding genes containing DMMSs in IvC. **(A)** Major gene ontology terms were enriched for the genes containing up-regulated m6A sites in IvC. **(B)** Major gene ontology terms were enriched for the genes containing down-regulated m6A sites in IvC. **(C)** Major enriched pathways for the genes containing up-regulated m6A sites in IvC. **(D)** Major enriched pathways for the genes containing down-regulated m6A sites in IvC.

In TvI (Figure 5), for the BP category, genes with increased methylation of m6A sites were significantly (*p* < 0.05) enriched in some development-associated processes, such as tissue, skeletal system, epithelium, and organ development (Figure 5A), while those with decreased methylation were highly enriched in acid metabolism processes, such as the oxoacid, organic acid, and carboxylic acid metabolic processes (Figure 5B). Regarding pathways, the former were significantly involved in gap junctions, protein digestion and absorption, and the Wnt pathway, while the latter were involved in metabolic processes, such as the PPAR signaling pathway (Figures 5C,D). For the CC category, genes containing DMMSs induced by cisplatin-induced AKI were mainly enriched in plasma membrane, cell periphery extracellular vesicular exosome, and extracellular organelles. For the MF category, increased methylation of m6A was notably enriched in calcium ion binding, protein binding, and channel activity, while decreased methylation of m6A was enriched in enzyme binding, cell adhesion molecule binding, and identical protein binding (Figures 5A,B). These results suggest that m6A methylation is involved in berberine alleviating CI-AKI in mouse kidneys.

**FIGURE 5:**
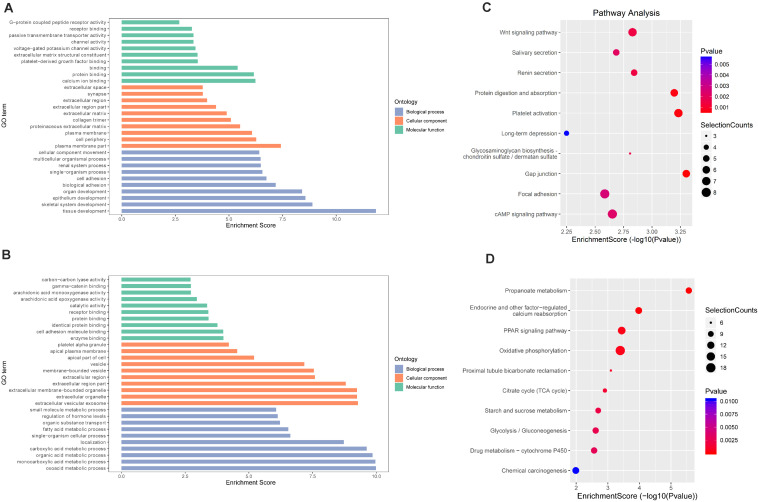
Gene ontology and Kyoto Encyclopedia of Genes and Genomes analyses of coding genes containing DMMSs in TvI. **(A)** Major gene ontology terms were enriched for the genes containing up-regulated m6A sites in TvI. **(B)** Major gene ontology terms were enriched for the genes containing down-regulated m6A sites in TvI. **(C)** Major enriched pathways for the genes containing up-regulated m6A sites in TvI. **(D)** Major enriched pathways for the genes containing down-regulated m6A sites in TvI.

Finally, GO enrichment and KEGG pathway analyses were conducted on genes containing m6A sites showing opposite methylation trends in IvC and TvI (Figure 6). For the BP category, genes with DMMSs were significantly (*p* < 0.05) enriched in hormone secretion processes, such as regulation of hormone secretion and peptide hormone secretion (Figure 6A). Pathway analyses demonstrated that genes with DMMSs were involved in platelet activation, complement and coagulation cascades, and gastric acid secretion (Figure 6B). For the CC category, genes containing DMMSs were mainly enriched in the cell periphery, plasma membrane, and extracellular matrix. For the MF category, genes were enriched in binding, cell adhesion molecule binding, and calcium ion binding (Figure 6A). These results suggest that berberine might resist the nephrotoxicity of cisplatin through different pathways.

**FIGURE 6:**
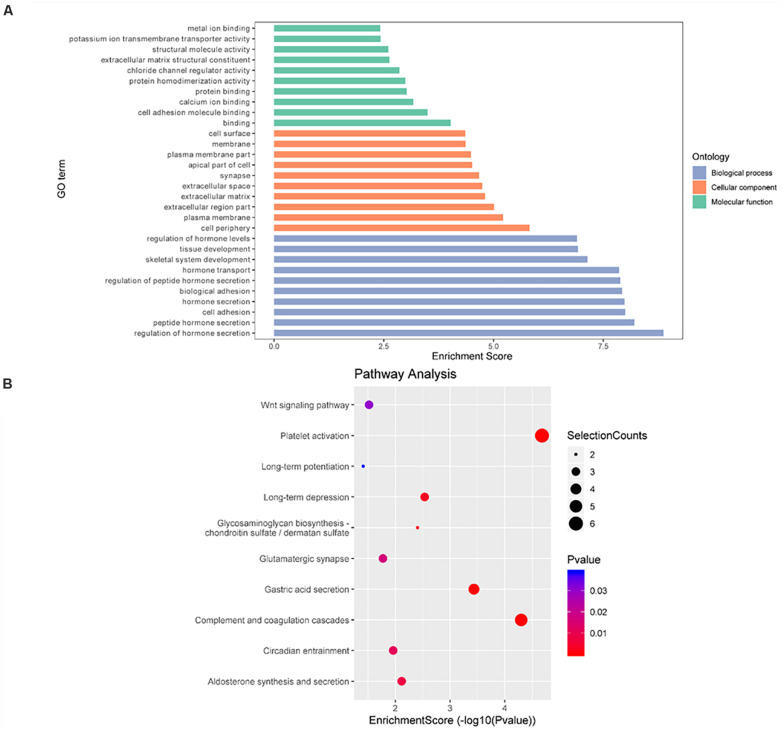
Gene ontology and Kyoto Encyclopedia of Genes and Genomes analyses of coding genes containing DMMSs. **(A)** Major gene ontology terms were enriched for the genes containing m6A sites with reverse methylation trend between IvC and TvI. **(B)** Major enriched pathways for the genes containing m6A sites with reverse trend between IvC and TvI.

### Conjoint Analyses of m6A Modification and Gene Regulation

RNA-seq was used to detect DEGs among the groups. In IvC, 4,469 genes were differentially expressed (fold change ≥ 2 and *p* < 0.05), including 1,655 downregulated genes and 2,814 upregulated genes (Figure 7). Conjoint analyses of DMGs and DEGs resulted in four groups of genes: 576 hypermethylated and upregulated genes, 422 hypomethylated and downregulated genes, 1 hypermethylated but downregulated gene, and 3 hypomethylated but upregulated genes (Figure 7A). In TvI, 350 genes were differentially expressed, including 84 downregulated genes and 266 upregulated genes. Conjoint analyses revealed 31 hypermethylated and upregulated genes, 20 hypermethylated but downregulated genes, and no hypomethylated upregulated or hypomethylated downregulated genes (Figure 7B).

**FIGURE 7:**
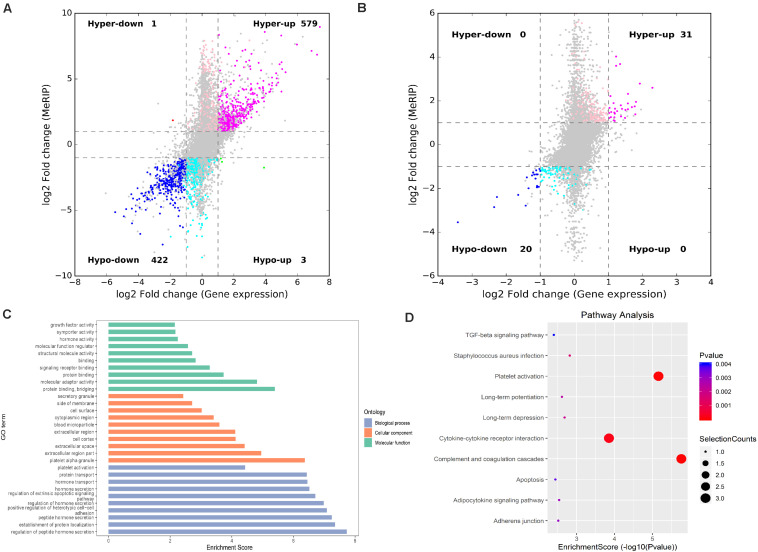
Conjoint analysis of differentially methylated genes and differentially expressed genes. **(A)** Four-quadrant graph exhibiting the DEGs containing differentially methylated m6A peaks in IvC. **(B)** Four-quadrant graph exhibiting the DEGs containing differentially methylated m6A peaks in TvI. **(C)** Major gene ontology terms were significantly enriched for the genes containing m6A sites with reverse methylation and expression trends between IvC and TvI. **(D)** Major enriched pathways for the genes containing m6A sites with reverse methylation and expression trends between IvC and TvI.

To further analyze the role of m6A in alleviating the action of berberine, genes with opposite methylation and expression trends in IvC and TvI were selected (Table 3). Overall, 9 were hypermethylated and upregulated in IvC but hypomethylated and downregulated in TvI, and 12 were hypomethylated and downregulated in IvC but hypermethylated and upregulated in TvI. 

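Of the 21 sites of Table 3, 18 overlapped a listed peak in at least 1 kidney. In IvC the number of kidneys with a peak differed in the paper's direction at 11 sites and in the other direction at 5, and it was equal at 5. In TvI the numbers were 12, 5 and 4. Sites with a peak in all 4 kidneys of one group and none of the other numbered 4 in IvC, in Amica1, Havcr1, Mlph and Gnaz. In TvI they numbered 3 (two-sided Fisher's exact test, p = 0.0286 each). Amica1 and Gbp4 were in the paper's direction, and Slc12a1 was in the other direction. The lowest Benjamini-Hochberg adjusted p over the table was 0.150 in IvC and 0.200 in TvI. With 4 kidneys against 4, an adjusted p under 0.05 would have needed p = 0.0286 in Fisher's exact test at most sites. The site of Amica1, on chromosome 9 from 45107681 to 45108040, had a peak in 4 IG kidneys and in 0 control and 0 TG kidneys. The sites of Egfl6 and Snai2 had a peak in 4 control, 1 IG and 4 TG kidneys. These sites were selected by the study on the same samples, so the tests do not count as independent evidence.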

GO and pathway analyses were performed to uncover the biological processes associated with these genes (Figure 7C). These genes were found to be highly enriched in complement and coagulation cascades, platelet activation, and cytokine–cytokine receptor interaction (Figure 7D). For instance, FGA/FGB/FGG genes encoding fibrinogen (Martini et al., 2019; Vilar et al., 2020) were hypermethylated and upregulated in IvC but were hypomethylated and downregulated in TvI (Figure 8A). 

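Fga lies on chromosome 3 of GRCm38 from 83026215 to 83033627 and has 6 exons. The site of Table 3 falls in exon 5, within the CDS, where the lists have a locus from 83030833 to 83032377. It had a peak in 4 control kidneys, with scores from 19.0 to 599.5, in 1 IG kidney with a score of 3100, and in 3 TG kidneys with scores from 32.6 to 1829. The number of kidneys with a peak differed by -3 in IvC (two-sided Fisher's exact test, p = 0.143) and by 2 in TvI (p = 0.486). With the third IG kidney left out, which had the only IG peak, the difference in IvC had p = 0.0286 in Fisher's exact test. The locus holds 35 RRACH sites, 3 of them GGACT, and the first GGACT lies in AATCTACAGGACTATGAAGGT from 83030899 to 83030919. Fgb, on the minus strand from 83040141 to 83049863, had no peak in control or TG kidneys. Its 4 loci each had a peak in 1 IG kidney, apart from exon 2 with 2 IG kidneys. Fgg, from 83007861 to 83014705, had a peak in at least 1 locus in 2 control, 2 IG and 3 TG kidneys. Its exon 6 locus, from 83010456 to 83010589, had a peak in 0 control, 1 IG and 3 TG kidneys. At every locus of Fga and Fgb and all but 1 locus of Fgg the third IG kidney had a peak, so these values in IG rest largely on 1 kidney.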

Slc12a1, the key gene that mediates the electroneutral movement of Na(+) and K(+) across cell membranes (Schiessl et al., 2013; Xue et al., 2014; Hao et al., 2018; Kawaguchi et al., 2018), was hypomethylated and downregulated in IvC but hypermethylated and upregulated in TvI (Figure 8B). 

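Slc12a1 lies on chromosome 2 of GRCm38 from 125152505 to 125230002 and has 27 exons. The site of Table 3 is exon 1, in the 5′ UTR, where the lists have a locus from 125152505 to 125152633. It had a peak in 1 control kidney (score 34.5), in all 4 IG kidneys (scores from 190.4 to 786) and in 0 TG kidneys. The difference in the number of kidneys was 3 in IvC (two-sided Fisher's exact test, p = 0.143) and -4 in TvI (p = 0.0286). With equal list lengths, or with scores at or above the median of all lists, the control peak dropped out and the difference in IvC was 4 (Fisher's exact test, p = 0.0286). The locus holds 1 RRACH site, in TGTAGCTTAAACTCTAAGGCC from 125152547 to 125152567. A locus in exon 2, from 125153731 to 125154321, had a peak in 1 control and 1 IG kidney, and the other loci, in exons 24 and 25, had peaks in 1 and 2 IG kidneys.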

Havcr1, also known as Kim-1, is a well-known biomarker for kidney injury (Lippi et al., 2018; Seibert et al., 2018; Song et al., 2019; Zdziechowska et al., 2020). 

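Havcr1 lies on chromosome 11 of GRCm38 from 46751168 to 46779578 and has 8 exons. The site of Table 3 falls in exon 3, within the CDS, at a locus from 46756129 to 46756287. It had a peak in 0 control kidneys, in all 4 IG kidneys with scores from 19.6 to 3144, and in 3 TG kidneys with scores from 292 to 651. The number of kidneys with a peak differed by 4 in IvC (two-sided Fisher's exact test, p = 0.0286) and by -1 in TvI (p = 1). With equal list lengths the lowest-scoring IG peak dropped out and the difference was 3 in IvC (Fisher's exact test, p = 0.143) and 0 in TvI. The locus holds 4 RRACH sites, and its GGACT lies in ACACACATGGACTCACAAACC from 46756265 to 46756285. A locus in exon 2, from 46752304 to 46752642, had a peak in 1 IG kidney and 3 TG kidneys. The lists hold no value for the height of a peak relative to the input RNA, and the RNA level of the gene was not analysed here.

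**Figure D3:**
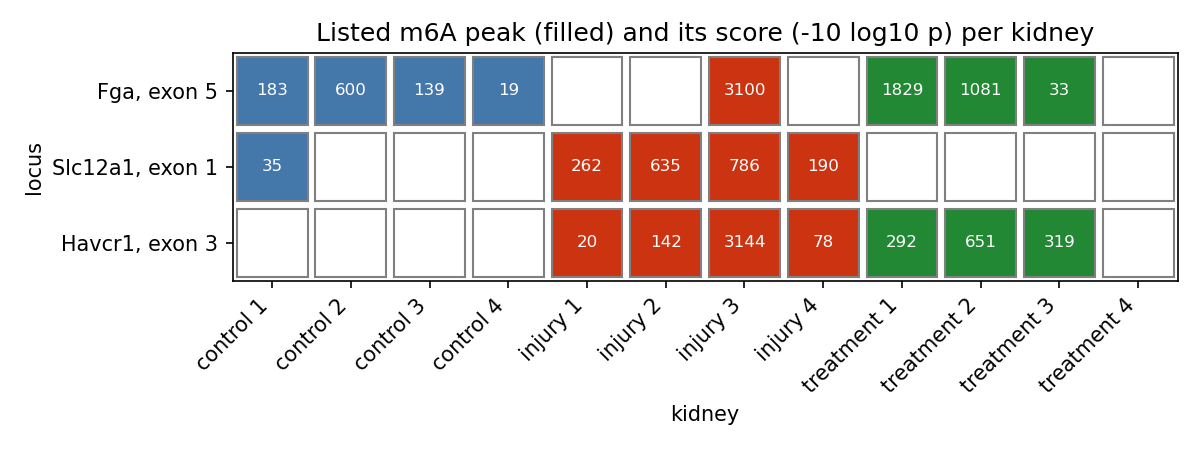
Kidneys (horizontal axis) with a listed peak (filled squares) at the loci of Fga exon 5, Slc12a1 exon 1 and Havcr1 exon 3 (vertical axis). The number in a square is the score of the peak in the list of that kidney, and open squares have no listed peak. Havcr1 has a peak in no control kidney, and Slc12a1 in all kidneys of the injury group.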

Cisplatin induced hypermethylation and upregulation of Havcr1, while berberine reversed these effects (Figure 8C).

**TABLE 3:** Genes with contrary methylation and expression trends between IvC and TvI.

Gene name	Gene ID	m6A regulation & gene regulation in IvC	m6A regulation & gene regulation in TvI	Chromosome	Peak start	Peak end	*P*-value in IvC	FDR in IvC	*P*-value in TvI	FDR in TvI
Akap12	83397	Up	Down	chr10	4353141	4353240	5.00E-05	0.00196624	5.00E-05	0.000154677
Amica1	270152	Up	Down	chr9	45107681	45108040	0.00335	0.052867	2.00E-04	0.000571614
Fga	14161	Up	Down	chr3	83031021	83031620	5.00E-05	0.00196624	5.00E-05	0.000154677
Fgb	110135	up	Down	chr3	83042246	83042340	5.00E-05	0.00196624	5.00E-05	0.000154677
Fgg	99571	Up	Down	chr3	83010063	83010180	5.00E-05	0.00196624	5.00E-05	0.000154677
Havcr1	171283	Up	Down	chr11	46756128	46756260	5.00E-05	0.00196624	5.00E-05	0.000154677
Inhbb	16324	Up	Down	chr1	119422161	119422248	5.00E-05	0.00196624	5.00E-05	0.000154677
Lep	16846	Up	Down	chr6	29073261	29073500	5.00E-05	0.00196624	5.00E-05	0.000154677
Mlph	171531	Up	Down	chr1	90950081	90950420	5.00E-05	0.00196624	5.00E-05	0.000154677
Egfl6	54156	Down	Up	chrX	166538413	166538734	5.00E-05	0.000154677	5.00E-05	0.00196624
Gbp4	17472	Down	Up	chr5	105118221	105118499	5.00E-05	0.000154677	0.00195	0.0357303
Gnaz	14687	Down	Up	chr10	75015621	75015980	2.00E-04	0.00635985	0.00045	0.00121049
Ppp1r1a	58200	Down	Up	chr15	103537841	103537992	5.00E-05	0.00196624	5.00E-05	0.000154677
Ranbp3l	223332	Down	Up	chr15	8967948	8968040	5.00E-05	0.00196624	5.00E-05	0.000154677
Slc12a1	20495	Down	Up	chr2	125152504	125152633	5.00E-05	0.00196624	5.00E-05	0.000154677
Slc16a7	20503	Down	Up	chr10	125230591	125230700	5.00E-05	0.00196624	5.00E-05	0.000154677
Snai2	20583	Down	Up	chr16	14708181	14708720	5.00E-05	0.00196624	5.00E-05	0.000154677
Tfap2b	21419	Down	Up	chr1	19212053	19212140	5.00E-05	0.00196624	5.00E-05	0.000154677
Tmem207	100043057	Down	Up	chr16	26504161	26504620	5.00E-05	0.00196624	5.00E-05	0.000154677
Tnfsf10	22035	Down	Up	chr3	27342154	27342427	5.00E-05	0.00196624	5.00E-05	0.000154677
Tril	66873	Down	Up	chr6	53818361	53819000	5.00E-05	0.00196624	5.00E-05	0.000154677

**FIGURE 8:**
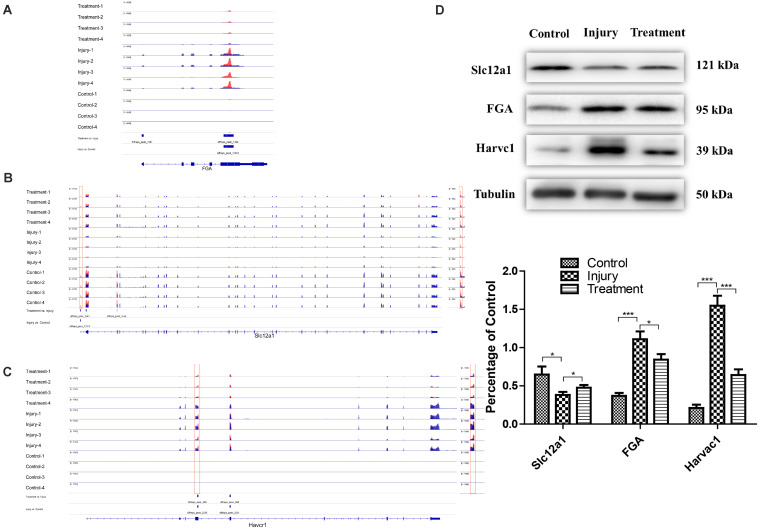
Representative genes with opposite m6A methylation and expression trends between IvC and TvI. **(A)** Visualization of m6A-modified genes FGA in the control group, injury group, and treatment group. **(B)** Visualization of m6A modified genes Slc12a1 in the control group, injury group, and treatment group. **(C)** Visualization of m6A-modified genes Havcr1 in the control group, injury group, and treatment group. **(D)** Western blot images of FGA, Slc12a1, and Havcr1 in control group, injury group, and Havcr1 group. Error bars represent the standard deviation. *p < 0.05, ***p < 0.001, Student’s *t*-test.

### Western Blotting Analyses of Protein Expression in FGA, Slc12a1, and Havcr1

Western blotting was conducted to detect the protein levels of FGA, Slc12a1, and Havcr1 in each group. Cisplatin induced an increase in Slc12a1 protein levels and a decrease in FGA and Havcr1 protein levels. However, berberine pretreatment reversed these effects (Figure 8D).

## Discussion

m6A methylation is considered a reversible dynamic modification in many species. Previous studies have shown that m6A modification can regulate cellular responses to stimuli by affecting mRNA transcription, splicing, localization, translation, stability, and posttranscriptional regulation of gene expression at the RNA level (Zhou et al., 2015; Fry et al., 2017). Evidence (Anders et al., 2018; Wang Y. et al., 2019; Zhou P. et al., 2019; Li et al., 2020; Liu et al., 2020; Xu et al., 2020) also suggests a strong relationship between m6A modification and kidney disease, thereby revealing an important biological role for m6A in the regulation of kidney injury.

In this study, a reliable cisplatin-induced AKI model was established in mice, and the model was tested by analyzing Scr, BUN, and kidney section images. The kidney injury resulted in dynamic m6A modifications and gene expression in the kidneys. Differentially methylated mRNAs were found to be involved in many biological pathways. m6A methylation was enriched in the CDS in all groups. In IvC, GO, and KEGG analyses of coding genes harboring DMMSs demonstrated that genes with increased methylation were primarily enriched in the pathways related to metabolic processes and cell death process, such as macromolecule metabolic processes, cellular metabolic processes, the TNF signaling pathway, and the MAPK signaling pathway, while decreases in methylation were mainly enriched in metabolic processes, oxidation, and transport, indicating that cisplatin induced complicated variation in m6A methylation. Several pathways have been thoroughly studied as factors affecting CI-AKI. However, we found that variation in metabolic processes constituted the foundation of the biological and pathological changes in CI-AKI.

Different m6A methylation sites were also detected in TvI. GO, and KEGG analyses of coding genes with DMMSs revealed that the genes with increases in methylation were primarily enriched in pathways associated with tissue, the skeletal system, and epithelium development, such as gap junctions and the Wnt signaling pathway. Genes with decreases in methylation were mainly enriched in the oxoacid metabolic process and organic metabolic process. These results provide evidence of a link between m6A and berberine-mediated regulation of kidney injury, showing that berberine attenuated CI-AKI by increasing the methylation of genes associated with tissue, the skeletal system, and epithelium development. These results should prove useful for directing future research into the underlying medical value of berberine in CI-AKI.

Furthermore, 94 DMMSs showed opposite methylation trends in IvC and TvI. The genes with those DMMSs were primarily enriched in pathways associated with hormone secretion and complement and coagulation cascades, which implies that berberine probably relieves CI-AKI by directly reversing some changes in m6A methylation.

Finally, conjoint analyses of m6A modifications and gene regulation provided a broad picture of CI-AKI and the impacts of berberine pretreatment. In total, 21 genes were found to show opposite m6A methylation and expression trends in IvC and TvI. Among these candidate genes, several drew our attention. For instance, FGA/FGB/FGG are the core genes encoding fibrinogen. Cisplatin may cause endothelial injury and inflammation, which can activate coagulation cascades (Ozkok and Edelstein, 2014). Thus, FGA/FGB/FGG were hypermethylated and upregulated in CI-AKI. However, berberine pretreatment significantly alleviated these trends. This result is consistent with one previous study (Riccioni et al., 2018). Slc12a1, also known as NKCC2, is the molecular target of loop diuretics, as it is expressed on the apical membrane of the thick ascending limb of Henle epithelial cells (Hao et al., 2018). It mediates the electroneutral movement of Na^(+)^ and K^(+)^, which is tightly coupled to the movement of Cl^(–)^ across cell membranes (Schiessl et al., 2013; Xue et al., 2014; Kawaguchi et al., 2018). In our study, Slc12a1 was hypomethylated and downregulated by cisplatin. Berberine pretreatment maintained transmembrane ion exchange by hypermethylating and upregulating Slc12a1. Havcr1, also known as KIM-1, is a promising biomarker for predicting kidney injury (Lippi et al., 2018; Seibert et al., 2018; Song et al., 2019; Zdziechowska et al., 2020). It may reduce acute injury by mediating phagocytosis (Yang et al., 2015). In our study, it was hypermethylated and upregulated in CI-AKI. However, berberine reversed these trends. Consistently, the protein expression levels of FGA, Slc12a1, and KIM-1 were similar to the m6A methylation and gene expression levels. These results suggest that berberine has a protective effect in CI-AKI through different pathways.

## Conclusion

We characterized the differential m6A methylome in normal, CI-AKI, and berberine-pretreated CI-AKI in mice. Our results suggest a strong association between m6A methylation and the regulation of CI-AKI. In addition, the candidate genes identified reveal the possible pathways by which berberine alleviates kidney injury. Altogether, our results provide a fundamental contribution to research into the mechanisms of and novel therapies for CI-AKI.

## Data Availability Statement

The datasets generated for this study can be found in (US National Center for Biotechnology Information Gene Expression Omnibus). The accession ID is GSE157261 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157261).

## Ethics Statement

The animal study was reviewed and approved by The Institutional Animal Care and Use Committee of Shanghai Jiaotong University affiliated Renji Hospital.

## Author Contributions

ZN and XC contributed to design the research. JS, WW, and XS conducted the experiments. JS and WW analyzed and interpreted the data, and drafted the manuscript. JW and SL helped to polish the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

m6A: N6-methyladenosine
CI-AKI: cisplatin-induced acute kidney injury
IvC: injury group vs. control group
TvI: treatment group vs. injury group
YTH: YT521-B homology
DEGs: differentially expression genes, negative control; i.p. injected intraperitoneally
Scr: serum creatinine
BUN: blood urea nitrogen
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
CDS: coding sequence
MACS: Model-based Analysis of ChIP-Seq
DMMSs: differentially methylated m6A sites.
H-U: hyper-methylated and upregulated, 422 hypo-methylated and downregulated (hypo-down) genes, one hyper-methylated but down-regulated (hyper-down) genes and 3 hypo-methylated but up-regulated (hypo-up).

How the deposited data were processed for this re-analysis (not part of the article)

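m6A methylation was measured by MeRIP-seq in kidneys of 4 control mice, 4 mice of the injury group (IG) and 4 mice of the treatment group (TG), 12 kidneys in all. IG and TG mice received cisplatin at 20 mg/kg, TG mice also berberine at 20 mg/kg per day for 14 days beforehand, and kidneys were taken 72 h after the injection. Groups and replicate numbers were taken from the sample labels.

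The authors trimmed the reads with Cutadapt, aligned them with Hisat2 to mm10 (GRCm38), called peaks with MACS in each kidney and kept peaks that overlapped exons of mRNA. The deposited lists give chromosome, start, end, a MACS peak number, a score and a strand for each peak. The score, as the authors deposited it, is the negative log10 of the p-value of a peak times 10, and its lowest values lie just above 13.0, which is the score of p = 0.05. The paper's text does not name the version, threshold or control library of MACS, or how the 4 kidneys of a group were combined. Scores were used only to describe, rank and filter peaks within a list. The lists hold no read counts, so the depth of each kidney is unknown, no interval from counting error can be given, and the precision rests on 4 kidneys per group. The 12 input libraries, the RNA-seq data and the differential sites of diffReps were not analysed here.

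Peaks of all kidneys that overlapped by at least 1 bp were joined into loci regardless of strand, and a kidney counted as having a locus when its list held a peak there. Group peaks were loci with a peak in at least 2 of the 4 kidneys. Genes were the 21877 protein-coding genes of the GENCODE M21 annotation, each represented by the transcript with the longest CDS. Peaks were assigned by their midpoint to the 5′ UTR, the start codon segment, the CDS, the stop codon segment or the 3′ UTR, with codon segments reaching 200 nt to each side. Density was the number of peaks per kb of annotated segment in genes with a peak.

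Numbers of peaks and genes per kidney and segment shares were compared between groups with two-sided exact permutation tests over all 70 arrangements of 8 kidneys, whose smallest p is 0.0286. Segment shares were adjusted by the Benjamini-Hochberg method over 10 tests. The presence of a peak was compared at each locus with a two-sided Fisher's exact test, for which a peak in 4 of 4 against 0 of 4 kidneys is the only outcome under 0.05. After Benjamini-Hochberg adjustment none can pass unless most loci or sites have this outcome, so a lack of adjusted calls is uninformative. The number of such loci was set against all 35 splits of the 8 kidneys. Opposite changes needed a difference of at least 3 of 4 kidneys in both comparisons and were set against 100 simulations of unchanged groups and 100 groupings of the 12 kidneys, and, with the control kidneys kept, against all 70 arrangements of the IG and TG kidneys. Motifs were counted in the GRCm38 sequence of the 1000 highest-scoring peaks of each kidney on both strands and compared with two-sided exact sign-flip permutation tests. Since the kidneys share the genome and many peaks, the sign-flip tests on motifs and density measure agreement among kidneys only. Sites of Tables 1, 2 and 3 were matched to peaks that overlapped them by at least 1 bp. Loci are named for every gene that the results text names for m6A, for sites of the tables and, per comparison and direction, for the 3 loci with a peak in all kidneys of one group and none of the other that had the highest mean score in the group with the peak. MACS numbers rose along the genome in all 12 lists, with 0 neighbouring pairs out of order, so the highest number in a list was read as a lower limit of the number of peaks called.

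The calls were tested on simulated data with 200 changed loci planted among the real ones. In the simulation of IvC (16061 loci), 100% of the planted loci were recovered when every peak was detected and 67% when 90% of them were, with 0 in the wrong direction. Between 76 and 87 unchanged loci were also called. In the simulation of TvI (13357 loci) the recovered shares were 100% and 68%, with 37 to 40 unchanged loci called.

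Alternatives set before the data were examined were equal list lengths (the 5901 highest-scoring peaks of each kidney), only scores at or above the median of all lists (71.3), joining of peaks within 100 bp or with a reciprocal overlap of at least 50%, other numbers of kidneys, codon segments of 100 nt, assignment by most exonic bases, the replicate number as a block, and leaving out each kidney in turn. RefSeq transcripts, joining by strand, counting per gene, assignment of any peak holding a start or stop codon to that codon, and leaving out kidneys for motifs, table sites, chromosomes and named loci were added after the data had been seen. Functional enrichment of gene lists, gene expression, serum values and histology were left out because they rest on other data. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.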

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

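Of the tests in this part, those on unlisted peak numbers were chosen only after the results were seen.

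Signal appears in peaks that the paper does not discuss. MACS numbers its peaks along the genome, and numbers are missing from the lists where a called peak was not listed. The numbers without a listed peak were at least 12737 ± 568 (SD, n = 4) per control kidney, 16856 ± 2085 per IG kidney and 12821 ± 230 per TG kidney. IG kidneys had 4118.5 more than control kidneys (two-sided exact permutation test, p = 0.0286). TG kidneys had -4035 relative to IG (p = 0.0286 in the same exact test) and differed from controls by 83.5 (p = 0.8286). Leaving peaks out at a fixed rate, or a greater depth that raises all calls in IG, would also raise the listed peaks, but these differed by -1530 between IG and controls. The share of called peaks that was listed was 41.3% in controls, 30.6% in IG and 33.2% in TG. More calls in introns, as from unspliced RNA, were examined between listed peaks of the same gene. There the unlisted numbers were 22.8 per Mb in controls and 27.5 in IG, and elsewhere they were 4.47 and 5.96. The ratio of these differed by -0.494 between IG and controls (exact permutation test, p = 0.0286). The number between listed peaks of the same gene was 1320 in IG and 1363 in controls, with a difference of -43.25 (p = 0.857 in the same exact test). The third IG kidney had 1916 and the other IG kidneys 969 to 1239, so this near-equality rests on the third. The stretches counted also depend on the listed peaks, which are fewer in IG. Because stretches elsewhere also hold introns, and the positions of unlisted peaks were not analysed here, an intronic source and a source outside genes cannot be told apart. Cisplatin injury and its relief by berberine follow the same order as these values and stay open as a biological explanation that was not tested, as does any difference in sequencing depth that acts on unlisted peaks alone.

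None of the kidneys stood apart from the others of its group by Dixon's test. The test covered 57 sets of 4 kidneys (the measures of each list in 3 groups), and 0 sets exceeded its critical value, which chance exceeds in about 1 of 20 sets.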

How the results depend on the processing

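Counting per gene, assigning peaks by the codon they hold, and leaving out kidneys for motifs, chromosomes and named loci were chosen only after the results were seen.

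The number of peaks per kidney kept its direction under every alternative tried. With the replicate block the difference in IvC was -1530 for peaks and -586.5 for genes with p = 0.125 each, the smallest that 4 pairs allow in an exact sign-flip test. Kidneys with the same number deviated from their group means with correlations between -0.0215 and 0.0492 across loci, so the numbers do not pair the kidneys. Leaving out each kidney in turn, the difference in peaks ranged from -1842 to -1305 in IvC (p of 0.0571 in 4 of the 8 exact tests, with fewer kidneys) and from -1268 to -730.5 in TvI, where p fell to 0.0286 without the fourth IG kidney. The difference in genes ranged from -686.6 to -490.9 in IvC and from -627.6 to -431.9 in TvI, with the same calls.

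Segment shares had no call under any alternative, and several differences near 0 changed sign. In IvC, segments of 100 nt gave -0.00954 percentage points in the 5′ UTR and 0.271 in the start codon segment. Assignment by most exonic bases gave 0.0225 and assignment by the codon 0.668 in the start codon segment. Scores at or above the median gave 0.0478 in the CDS and -0.200 in the stop codon segment. Across single kidneys left out, the start codon segment ranged from -0.360 to 0.355 in IvC and -0.613 to 0.102 in TvI, and the stop codon segment from -0.0401 to 0.276 in IvC. The cause was not tested.

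Loci with a peak in all kidneys of one group and none of the other numbered 655 in IvC and 90 in TvI. Scores at or above the median gave 347 and 51, by construction with fewer peaks. A difference of at least 3 of 4 kidneys gave 2050 and 600, a looser condition. Counted per gene there were 374 and 51. With 1 kidney left out, TvI gave 136 to 176 loci, since 3 kidneys meet the condition more easily. With equal list lengths there were 447 and 86 loci, but the share gained was 50.6% in IvC and 66.3% in TvI, in place of 33.1% and 33.3%. Opposite loci (221) numbered 30 when 4 of 4 kidneys were required, 1090 with at least 2 of 4, and 249 to 479 with 1 kidney left out, where 2 of 3 kidneys sufficed.

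A peak in 4 of 4 kidneys, the strictest condition, gave 5328, 3915 and 3433 group peaks in 3302, 2577 and 2251 genes for controls, IG and TG. The share of peaks in common in IvC was 52.9% with at least 3 of 4 kidneys, 49.0% with 4 of 4, 54.9% with an overlap of at least 50% of both peaks and 57.0% with equal list lengths. In TvI it was 63.7% with at least 1 of 4 kidneys and 60.8% with 4 of 4. With 1 kidney left out it was 51.2 to 56.5% in IvC and 60.5 to 65.6% in TvI. The share of genes with 1 peak in controls, IG and TG was 55.4, 58.95 and 61.03% with at least 1 of 4 kidneys, 65.1, 68.9 and 68.5% with at least 3, and 68.5, 72.95 and 72.1% with 4. Pooled without merging it was 16.4, 20.8 and 22.1%, because sites found in several kidneys are counted several times. The mean over TG kidneys was 66.1%. With 1 kidney left out the ranges were 62.6 to 63.4%, 65.6 to 67.8% and 65.9 to 67.9%.

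For GGACT, the strand difference in controls was 2.54 percentage points with all peaks, and over 12 kidneys it was 2.80 with all peaks (exact test, p = 0.000488) and -0.233 within 50 bp of the midpoint. With 1 kidney left out it ranged from -0.733 to 0.167 in controls and from 0.382 to 0.709 over the rest of the 12 kidneys, where the exact test gave p = 0.0166 without the second control kidney. The cause was not tested. RRACH kept its strand difference under the same alternatives. With 4 of 4 against 0 of 4 kidneys, 2 of the top 4 chromosomes per Mb in IvC and 2 of the top 4 by number in TvI stayed on top. With 1 kidney left out, 1 to 3 of the top 4 by number in TvI did.

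Among results that answer a comparison, 98 of 138 values under other settings and 191 of 240 with 1 kidney left out stayed the same by the limits set, while 2 and 1 of them changed direction. Of the single loci, Fga in IvC reached p = 0.0286 in Fisher's exact test without the third IG kidney. Slc12a1 in IvC reached the same p with equal list lengths, with scores at or above the median and without the first control kidney. Havcr1 in IvC lost its call (Fisher's exact test, p = 0.143) with equal list lengths and with scores at or above the median, and the gained Dido1 locus and the Gvin1 locus in TvI lost their calls when scores at or above the median were required. Because the lists give no depth, absence of a peak cannot be separated from a peak that was not detectable.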

Differences from the paper's values

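RefSeq transcripts, joining by strand, counting per gene and the assignment of peaks by the codon they hold were chosen only after the values were seen. Changed loci are compared here by the presence of a peak per kidney, whereas the paper's sites come from diffReps, so the measures are related and not identical.

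The paper states 7942, 7422 and 6481 genes with m6A peaks in controls, IG and TG, against 5155, 4580 and 3983 with a peak in at least 2 of 4 kidneys. Among the alternatives set before the data were examined, a peak in at least 1 of 4 kidneys came within 1.5 times of the paper's values (6331, 6010 and 5345 genes), and at least 3 of 4 and 4 of 4 kidneys were further away. The paper's 13284, 11846 and 10106 peaks and its shared peaks are nearly reached with a peak in at least 1 of 4 kidneys, with 13244, 11806 and 10064 peaks.

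For genes with 1 m6A peak the paper gives 16.59%, 21.21% and 22.29%, against 61.1%, 64.4% and 65.0% with merged peaks. Pooling the 4 lists without merging, an alternative set before the data were examined, gave 16.4%, 20.8% and 22.1%, and the other alternatives did not close the gap. For genes with at least 2 peaks the paper states more than 75%, against 38.9%, 35.6% and 34.97%, and the pooled lists gave 83.6%, 79.2% and 77.9%.

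The paper reports 2981 sites in IvC and 526 in TvI, against 655 and 90 loci. A difference of at least 3 of 4 kidneys, set before the data were examined, gave 2050 and 600, within 1.5 times of the paper's numbers, and the other alternatives did not close the gap. In TvI the paper's share of sites with increased methylation is 66.73%, against 33.3% gained. Equal list lengths gave 66.3% in TvI and 50.6% in IvC, where the paper's share is 48.17%, and the other alternatives did not close the gap in TvI.

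Opposite changes number 94 in the paper and 221 here. None of the alternatives set before the data were examined closed this gap, with 174 under equal list lengths, 30 with 4 of 4 kidneys and 1090 with at least 2 of 4. The paper's share that rose in IvC and fell in TvI is 42.55%, against 65.6%. Equal list lengths with 57.5%, 4 of 4 kidneys with 63.3% and leaving out any single TG kidney, with 62.4%, 61.41%, 56.2% and 61.38% for the first to the fourth, came within 1.5 times, and the other alternatives set before the data were examined did not.

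In Fig. 2F, read by eye, the stop codon segment holds about 23% of peaks in controls and TG and about 24% in IG, against 13.6%, 13.3% and 13.7%. The 3′ UTR holds about 2% in each group of that figure, against 10.7% in controls, 11.2% in IG and 10.4% in TG. None of the alternatives set before the data were examined closed either gap. For the 5′ UTR, also about 2% in Fig. 2F, the values were 1.03%, 1.10% and 0.916%, and of those alternatives segments of 100 nt closed the gap. Assigning any peak that holds a start or stop codon to that codon, chosen after seeing the values, closed the gaps with 27.1%, 27.6% and 26.9% in the stop codon segment of controls, IG and TG, 1.52%, 2.09% and 1.84% in the 3′ UTR and 1.99%, 2.03% and 1.69% in the 5′ UTR.

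For changed sites in IvC, Fig. 3B shows about 5.9% in the 5′ UTR and about 29% near the stop codon, against 1.38% and 14.9%. In TvI, Fig. 3E shows about 6.4% in the 5′ UTR, about 30% in the CDS and about 35% near the stop codon, against 2.49%, 53.1% and 13.9%. For opposite changes, Fig. 3H shows about 6.7% in the 5′ UTR, about 33% in the CDS and about 33% near the stop codon, against 2.96%, 56.2% and 12.8%. No alternative was run for the segments of changed loci.

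Some directions and rankings also differ. The paper describes Fga as more methylated in IG than in controls and less in TG than in IG, and its exon 5 locus had a peak in 4 control, 1 IG and 3 TG kidneys. For Slc12a1 the paper's directions are a decrease in IG and an increase in TG, and its exon 1 locus had a peak in 1 control, 4 IG and 0 TG kidneys. The 2 sites of Fgg in Table 2 overlapped a peak in no kidney. With peaks within 100 bp counted, the site from 83008647 to 83008741 had a peak in 2 control, 1 IG and 3 TG kidneys. That is also not the paper's direction in TvI. For Havcr1 the paper describes a reversal by berberine. Peaks were found in 4 IG and 3 TG kidneys, which is the paper's direction but a difference of 1 kidney only. The Fgb site of Table 3 and the Fga site from 83026152 to 83026260 also went in the paper's direction in TvI. Each had a peak in 1 IG and 0 TG kidneys. Over the whole of Table 3, the direction was the paper's at 11 of 21 sites in IvC and 12 of 21 in TvI, against 5 in the other direction in each. The paper places the highest density at stop codons, and with assignment by midpoint start codon segments had as many peaks per kb (difference of -0.00489). Assigned by the codon they hold, 27.1% of control peaks fell in the stop codon segment and 10.0% in the start codon segment. Density was not computed for that assignment. Figure 2B shows GGACU. In the highest-scoring peaks the strand difference of GGACT, 0.5 percentage points, was not separated from 0 (exact permutation test over 12 kidneys, p = 0.127). It was 2.80 when all peaks were used. Most listed peaks span a whole exon, so these values do not decide whether GGACT is enriched close to methylated bases.

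The leading chromosomes by number in IvC are 4, 2, 7 and 11 in the paper and were 2, 11, 5 and 4 here, while counting only a peak in 4 of 4 against 0 of 4 kidneys gave chromosomes 7, 2, 11 and 4, the paper's set. Per Mb the paper names chromosomes 11, 19, 7 and 4, against 19, 11, 9 and 5. The stricter count of 4 of 4 against 0 of 4 kidneys gave 19, 11, 7 and 14 per Mb. In TvI the paper names 3, 1, 9 and 4 by number and 9, 19, 18 and 3 per Mb, against 1, 5, 2 and 10, and 19, 9, 11 and 10. For opposite changes it names 1, 2, 11 and 10 by number and 16, 10, 11 and 3 per Mb, against 5, 6, 9 and 2, and 19, 5, 9 and 16.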

Other observations

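Of the tests in this part, the splits of IG and TG kidneys for opposite changes, the comparisons with exons without peaks, with the other orders of a motif's letters, with peak numbers, with other peaks of a gene and with loci of the same score were chosen only after the results were seen. The counts over the remaining splits and equal list lengths were set beforehand, although their expected outcomes were written afterwards.

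Group membership was tested by regrouping. In IvC, 1 of the 35 splits of the 8 kidneys, the real one, gave as many as 655 loci with a peak in all kidneys of one group and none of the other, and the largest number from another split was 59. In TvI, again 1 of the 35 splits gave as many as 90, with 56 as the next largest. For opposite changes, 13 of 100 groupings of the 12 kidneys, drawn at random with the real one included, gave as many as 221 loci, and the largest other number was 1299. These groupings keep the difference between control and other kidneys, and all 10 of them with at least 3 control kidneys in the group that both comparisons share gave at least as many loci as the real one, so they do not show what chance gives. With the control kidneys kept, 1 of the 70 splits of the IG and TG kidneys, the real one, gave as many as 221, and the others gave 62 to 206.

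More loci were lost than gained in both comparisons. With equal list lengths the share gained was 50.6% in IvC and 66.3% in TvI. Equal lengths fix the number of peaks per kidney, but not the balance of these loci. In IvC 226 were gained and 221 lost, and in TvI 57 were gained and 29 lost. Shortening removes more peaks from the longer lists on average, which can itself add gains. Equal lengths therefore cannot test whether shorter lists account for the excess of losses. With only scores at or above the median of all lists, which leaves the lengths unequal, the share gained was 28.0% in IvC and 35.3% in TvI. Why the lists of IG in IvC and of TG in TvI are shorter also stays open. In TvI fewer peaks were called in TG, with a difference of -5077 in the highest peak number (exact permutation test, p = 0.0286), which is consistent with fewer calls as the reason for the shorter lists. In IvC the peak numbers without a listed peak rose by 4118.5, while the highest peak number differed by 2588 (exact permutation test, p = 0.0857). The highest peak number was 28164 in the third IG kidney, 22165 to 23983 in the other IG kidneys and 20664 to 22326 in controls. Fewer calls as the whole reason would need a fall in that number at least as large as the fall in listed peaks, so the rise in unlisted numbers argues against it.

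Loci lost in IG had a peak in at least 3 TG kidneys less often than loci gained in IG. Of 438 lost loci, 27 (6.16%) had a peak in at least 3 TG kidneys, 50 in 2, 89 in 1 and 272 in 0. Of 217 gained loci, 135 (62.2%) had a peak in at least 3 TG kidneys. Among 110 lost loci with the highest scores in controls, 112 or more, 15.5% had a peak in at least 3 TG kidneys, against 82.9% of 3228 loci with a peak in all control kidneys and scores in that range. Shorter lists in TG alone would affect both sets alike. With equal list lengths the shares were 14.9% of 221 lost loci and 72.6% of 226 gained loci. A shared effect of cisplatin, which both IG and TG mice received, is a hypothesis that was not tested further. TG against controls gave 716 loci, 151 gained and 565 lost.

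The 217 loci gained in IG arose although its lists are shorter than those of controls, which would work against gains. With equal list lengths 226 loci were gained. Equal lengths remove more control peaks than IG peaks on average, which can itself add gains, so the 226 loci do not test list length. Whether a control kidney had a call that was left out of its list was examined through the peak numbers. In 11.9% of the kidneys and loci concerned no number was free, which excludes a left-out call there, while for the rest it stays open. In 26.8% of the gained loci with a gene, at least 3 control kidneys had another peak in that gene, and for the other loci a lack of RNA and a lack of methylation cannot be told apart without the input libraries. A biological difference through cisplatin stays open and was not tested separately.

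Whether lost loci were called and left out of the lists was examined through the peak numbers. In 8.62% of the IG kidneys and loci concerned no number was free, so a call is excluded there, and for the others it stays open. At 34.6% of lost loci with a gene, at least 3 IG kidneys had another peak in the gene. For the remaining loci a lack of RNA and a lack of methylation cannot be told apart, since the input libraries were not analysed here. Of 6 lost loci with scores of 1000 or more in controls, 5 had a free number in all IG kidneys.

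RRACH occurred more often on the gene's strand of peaks than on the opposite strand. Exons of the same genes without peaks also favoured the gene's strand, with ratios of 1.14 to 1.15 against 1.51 in control, 1.55 in IG and 1.58 in TG peaks. The lowest difference of the groups was 0.369, so the strand composition of exons without peaks does not account for the whole of it. By strand ratio in the highest-scoring peaks, AAGAA or GAAGA, which are not forms of RRACH, ranked first in every kidney. Purine-rich peaks therefore stay open as a source of the strand excess, since the orders of the letters were not compared by strand. Among all 60 orders of the letters of RRACH, RRACH ranked 27 at best by its enrichment in peaks over exons without peaks, which is consistent with purine-rich peaks as a source of that enrichment. In a separate ranking, by the ratio of the gene's strand to the opposite strand in the highest-scoring peaks, GGACT lay between 455 and 545 of 1024 pentamers in single kidneys.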
